A study of Homo sapiens with 6 samples. Its data were reported in "LincK contributes to breast tumorigenesis by promoting proliferation and epithelial-to-mesenchymal transition" (2019).

How the data were processed

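RNA from MCF-7 cells cultured alone (day 0) and co-cultured with hAD-MSCs for 2, 4, 6, 8, and 10 days was measured on a custom 2-color Agilent array. Groups and days were taken from the sample titles. The descriptions of the samples on array 2 name other days than their titles, and the titles were used. Array 1 held day 0 in Cy3 and day 2 in Cy5, array 2 days 4 and 6, and array 3 days 8 and 10. The arrays had no dye swap. The 6 scanner files hold 3 distinct arrays, each deposited once per channel, and each channel was used as 1 sample. The arrays lay on a single slide.

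Per the file headers, the scanner files hold spot intensity on a linear scale, as mean signal, local background, and a processed signal corrected for background and dye. The authors extracted them with Agilent Feature Extraction 10.7.3.1, per the submitters' processing notes, which also name limma with a version not given in the sources used here. The deposited value table holds intensity on a linear scale. Its values equaled the geometric mean of the processed signals of a probe's spots without outlier flags within 0.1% for 100% of probes in each sample. It is not centered, and its medians were 87.2, 88.0, 49.7, 49.5, 53.8, and 53.5 from day 0 to day 10, so it was not scaled between arrays. No direction applies to it, since each column is a single channel.

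From the mean and background signals, the background was corrected by normexp with an offset of 50, and each array was normalized by loess with control spots at weight 0. The 4974 control spots were then dropped, arrays were scaled to each other by Aquantile, and the values of each channel were recovered on the log2 scale. Spots with an outlier flag (2.01%) were left out, and the remaining spots of a probe were averaged. A probe had 2, 3, or 5 spots. The 90 probes without such a spot on an array were dropped. Of the remaining 71726 probes, 47053 were kept because more than 0.5 of their spots were well above background on day 0 or in at least 3 of the 5 co-cultured samples, and 38474 were so in all 6 samples. Spike-in controls gave slopes of observed on expected log ratios of 0.589, 0.597, and 0.571 per the file headers, so log ratios are compressed on these arrays. The number of samples limits the precision.

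The unit of every count is the probe. Counts per gene were intended before the data were examined, but the gene name column repeats the probe ID for all 71816 probes and gives no position. None matched a symbol or accession of the RefSeq table used here, and 110 equaled a synonym, 109 of them being p with a running number, which were taken as coincidences. The fixed gene lists, among them those of epithelial, mesenchymal, estrogen response, cell cycle, and stromal cell genes, therefore gave no value. LincK and PBK probes were found by matching the study's published oligonucleotides to the probe sequences, on both strands. A GAPDH primer matched a probe only in the antisense direction, and that probe was not used.

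Differences were tested in limma 3.58.1 under R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjusted p of 0.05). The co-culture model held co-culture and dye, with the array as a random block (duplicateCorrelation, within-array correlation 0.544), 3 residual and 4.15 prior degrees of freedom. In the fitted difference day 0 has a weight of -1, day 2 of 0.544, days 4 and 8 of 0.5 each, and days 6 and 10 of -0.272 each, since these enter through the dye term. The fitted value can thus differ from the mean of the daily differences. The day model held day and dye (correlation -0.187), and its slope has weights of -0.0625 for days 0 and 2, 0 for days 4 and 6, and 0.0625 for days 8 and 10. Counts by size used a log2 difference of at least 1. Each other sample was also taken as the lone reference. Classes were taken from probe IDs after the data were examined. They were tested in camera with a preset correlation of 0.01 and with an estimated one. The camera fit held co-culture and dye but no array block. Class medians were ranked among 10000 random sets. The rule for named items took LincK, the study's marker genes, and the largest called differences with the same sign on all 5 days. As no gene name applied, 2 IDs in each direction are printed. Correlations of probe pairs and exact permutation tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and plots matplotlib 3.10.9.

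The models were tested on simulated data with the measured means, spread, and a dye effect. Of 100 probes changed by a log2 difference of 1, 40% were called with the right sign in the co-culture model, and of 100 changed by 2, 79%, with 8 false calls among 47053 probes. In the day model, 29% of slopes of 0.1 and 72% of slopes of 0.2 per day were called, with 9 false calls among 47053 probes. The within-array correlation was simulated at 0 in the day model and estimated as -0.242. In the co-culture model it was simulated at 0.544 and estimated as 0.578. Alternatives tried were Agilent's processed signals, an offset of 10, quantile normalization, the deposited value table, other filters, no dye term, no array block, and each sample left out. After the data were examined, identical probes averaged, a GC trend removed, and Cy3 samples only were added, as were all 24 orders of the days that keep each array's pair. Fits with a sample left out, with another lone reference, with reordered days, or of the mean of the LincK probes kept the correlation of the full model. Those with no array block or with Cy3 samples only used none, and the others estimated it again.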

Results

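MCF-7 is an estrogen receptor-positive breast cancer cell line, and hAD-MSCs are mesenchymal stem cells isolated from human adipose tissue. MCF-7 cells were cultured alone (day 0) or co-cultured with hAD-MSCs for 2, 4, 6, 8, or 10 days across a permeable membrane, and their RNA was hybridized to a custom lncRNA microarray. There was 1 sample per time, so no time had a replicate of its own. The 6 samples shared 3 arrays, with the earlier time in Cy3 and the time 2 days later in Cy5 on each. The array held 175906 spots of 71816 probes of 60 bases. Between 56.2% (day 4) and 70.3% (day 2) of the probes were well above background, the higher shares lying in the Cy5 channels, and no spot was saturated. The median SD of log2 intensity between the spots of a probe ranged from 0.0792 to 0.103. In 1103 pairs of probes with identical sequences the SD of a single log2 difference from day 0 ranged from 0.0780 to 0.116, which measures the spread within an array and not that between cultures. The probe IDs matched no symbol or accession of the gene table used here (0 of 71816), so transcripts are named below only where a probe contained an oligonucleotide of the study, and other probes are given by their IDs.

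To find what changed upon co-culture, the 5 co-cultured samples were compared with the cells cultured alone. In limma, 3114 of 47053 probes passed an adjusted p of 0.05, of which 1542 were higher and 1572 were lower in co-cultured cells. Among them, 1534 and 1571 had the same sign on all 5 days, and the median fitted log2 differences were 0.89 and -0.91. By fitted difference, in which days 6 and 10 have negative weights, the largest increase was that of probe A_23_P111311, from log2 9.12 on day 0 to a mean of 12.92 over the co-cultured samples (fitted log2 difference 4.05 ± 0.25 SE, adjusted p = 0.00126, limma). Probe A_33_P3419190 rose from 9.90 to 13.94 (3.91 ± 0.21 SE, adjusted p = 0.000765, limma). Probe A_23_P137381 fell from 15.39 to 10.97 (-4.20 ± 0.20 SE, adjusted p = 0.000504, limma), and probe A_33_P3313110, also called, fell from 11.39 to a level well above background in 1 of the 5 co-cultured samples. With the lowest level well above background on each day in place of lower ones, it was at least 27.4-fold lower on average, a bound open to dye bias. The lone day 0 sample was assumed to vary like the others, and the p-values measure only the spread among these samples. The number of called probes was 510 without day 4, 1581 without day 6, and 610 without day 8, and 1114 when the array was not taken as a block.

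By size alone, 736 probes differed at least 2-fold from day 0 in the same direction on all 5 days, 391 of them higher and 345 lower in the co-cultured samples. When another sample was taken as the reference, at most 32 probes (day 10) differed in this way from the other 5 samples. On single days, 2020 probes were at least 2-fold from day 0 on day 2, which shared its array, 1557 on day 4 and 1699 on day 8, which shared its dye, and 1960 on day 6 and 2387 on day 10, which shared neither. By contrast, 148 probes were 2-fold apart between days 4 and 8, which share the Cy3 dye and lie on different arrays. All 5 differences use the single day 0 sample. With Agilent's processed signals in place of normexp and loess, the number on all 5 days was 1804, of which 1084 were higher and 720 lower, and on single days it ranged from 4118 (day 4) to 6172 (day 10).

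**Figure D1:**
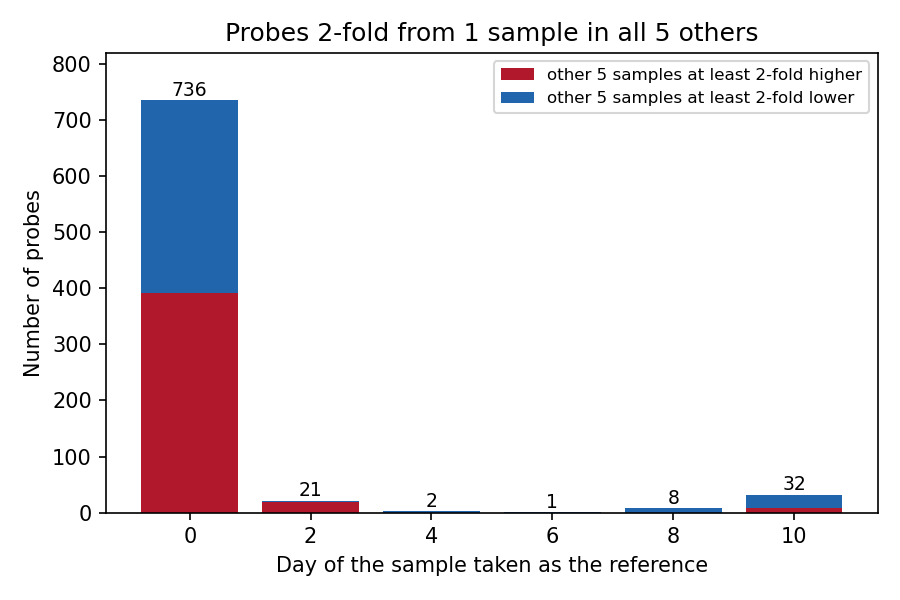
Number of probes (y axis) that differed at least 2-fold, in the same direction, between 1 sample taken as the reference (x axis, its day of co-culture) and each of the other 5 samples; red, the others higher; blue, the others lower. Day 0, the cells cultured alone, gives 736 probes, and every other reference gives 32 or fewer.

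The daily differences from day 0 were correlated across probes with r from 0.700 to 0.879. Unchanged samples were simulated as independent, with each probe's SD over the 5 co-cultured samples, and shared a simulated day 0. They gave r from 0.494 to 0.529. They held no array or dye structure, so they cannot decide where the higher r of the data comes from. The covariance was 0.143 to 0.204 against 0.0408 to 0.0445 in the simulation, and because all 5 differences use the single day 0 sample, part of the excess may come from that sample. Probes are not independent replicates. In a principal component analysis, the first component (49.5% of the variance) placed day 0 at -75.4 and the 5 co-cultured samples between 2.33 and 30.03, and the second component (24.8%) ran from -45.8 on day 2 to 29.2 on day 10.

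LincK (KB-1732A1.1), the lncRNA that the study chose from these same arrays, lay above its day 0 level on each day of co-culture. Because of that choice this difference is not independent evidence. The study also reported a rise of LincK by qRT-PCR in co-culture and after treatment with TGF-β1 or IL-6. The brightest LincK probe, A_33_P3728698, contains the reverse complement of the 28-base reverse primer used to clone the full-length transcript (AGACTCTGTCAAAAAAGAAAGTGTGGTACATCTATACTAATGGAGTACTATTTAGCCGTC). It had a log2 level of 8.74 on day 0 and of 9.69, 10.45, 10.65, 9.85, and 10.14 on days 2, 4, 6, 8, and 10, respectively, which is 1.93-fold to 3.75-fold above day 0. Its fitted log2 difference of 1.03 ± 0.30 (SE) did not pass the threshold (adjusted p = 0.0962, limma). Probe p16314, which contains the reverse complement of 19 bases of the LincK hybridization probe (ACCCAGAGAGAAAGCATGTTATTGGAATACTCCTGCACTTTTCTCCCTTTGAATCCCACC), rose from 7.90 on day 0 to 8.93 on day 2 and 9.67 on day 6 (fitted log2 difference 1.29 ± 0.24 SE, adjusted p = 0.0247, limma). This call was lost without day 4 (1.31, adjusted p = 0.114), day 8 (1.28, 0.115), or day 10 (1.32, 0.0545), where the difference was about as large. It held in every processing alternative run for this probe (log2 differences from 1.28 to 1.70) and without day 2 (1.63) or day 6 (1.40). With no array block, which gives the same difference as leaving out day 2, the brightest probe did not pass (1.41). The brightest probe passed without day 2 (1.41, adjusted p = 0.0257) or with no dye term (1.24, adjusted p = 0.0324, limma).

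A further 3 probes contain only the 12 bases of a deleted miR-200 site of LincK, a match expected 0.405 times by chance on this array, so their assignment is less certain. They cover 1 stretch and are not separate measurements, since A_21_P0005617 and p16315 have the same sequence and p24209 is that sequence shifted by 2 bases. Their fitted log2 differences were 0.90 (A_21_P0005617), 0.93 (p16315), and 0.90 (p24209), with adjusted p from 0.0346 to 0.0499 in limma. Each missed the threshold with no filter on dim probes, with no array block, and without day 4, day 6, day 8, or day 10 (log2 differences from 0.80 to 1.15, adjusted p from 0.0586 to 0.198). Of these settings only the fit without day 4 gave smaller differences than the main fit (0.80 to 0.84), and the others gave 0.91 to 1.15. Under quantile normalization A_21_P0005617 (adjusted p = 0.0610) and p24209 (adjusted p = 0.0524) missed it too. All 3 passed with Agilent's processed signals (1.74 to 1.80), the deposited table (1.75 to 1.81), and an offset of 10 (1.23 to 1.28). For A_21_P0005617 and p24209 day 0 was not well above background, although it was for p16315, and the mean of the co-cultured samples was at least 2.28-fold and at least 2.29-fold higher, respectively. These bounds open to dye bias compare normalized log2 means with the higher of the probe's own day 0 level and the lowest level well above background. Ranked by the smallest daily difference from day 0, the 2 better matched probes stood at places 441 and 369 of the 47053 probes. None of the 5 probes passed the threshold for a trend over days (adjusted p from 0.192 to 0.392, limma). Whether the probes also detect GASL1, a transcript that partly overlaps LincK, was not tested. The study places an Alu element at the 3' end of LincK, the end to which the primer in A_33_P3728698 belongs. Whether this probe also detects other transcripts with such an element was not tested.

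PBK encodes a serine-threonine kinase, and the study followed it as a gene regulated by LincK. Its probe, A_32_P62997, had log2 levels of 8.86, 9.27, 9.02, 9.01, 8.69, and 8.62 from day 0 to day 10. The fitted co-culture difference of 0.24 ± 0.21 (SE) did not pass the threshold (adjusted p = 0.558, limma), and daily differences were positive on days 2, 4, and 6 and negative on days 8 and 10. The mean of the daily differences was 0.063. No probe contained a primer of CDH1, CDH2, VIM, TJP1, or ZEB1, so the epithelial and mesenchymal markers and ZEB1 were not analyzed here.

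**Figure D2:**
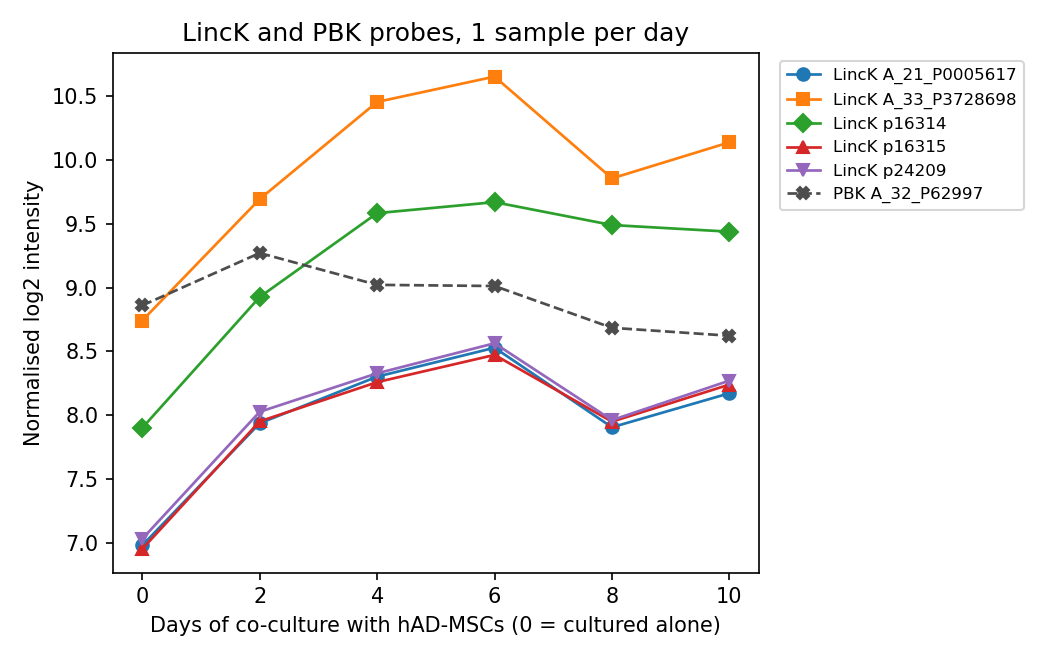
Normalized log2 intensity (y axis) of the 5 probes matched to LincK and of the PBK probe against days of co-culture (x axis, 0 for cells cultured alone), 1 sample per point. Each LincK probe lies above its day 0 level on all 5 days, and PBK goes from 8.86 on day 0 to 9.27 on day 2 and 8.62 on day 10.

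To look at structural non-coding RNAs, probes whose IDs name an RNA class were grouped by that class. The 80 tRNA-named probes lay above day 0 from day 2 to day 8, with median log2 differences of 0.25, 0.46, 0.51, and 0.46, and at 0.02 on day 10. Of the 80 probes, 75, 79, 74, 74, and 41 were above day 0 on the 5 days, respectively. The camera fit had no array block, so its difference is that of the mean of days 4 and 8 from day 0. Its class median was 0.459. Days 2, 6, and 10 entered only its spread, so the low value on day 10 is not part of that difference. In camera with its preset correlation the class was shifted upward (adjusted p = 1.73e-11 over 6 classes). This did not hold with the correlation among its probes estimated (adjusted p = 0.800 with an estimated correlation), and 2 tRNA-named probes were called singly, with 0 called higher when adjusted over the class alone. The 256 snoRNA- and scaRNA-named, 65 snRNA-named, and 10 rRNA-named probes, whose RNAs act in RNA modification, splicing, and translation, did not pass in camera (adjusted p from 0.544 to 0.591 with the preset correlation). Their daily medians lay between -0.21 (rRNA-named, day 4) and 0.12 (snoRNA- and scaRNA-named, day 2). Over the 415 kept probes named for these classes, vault RNA, or a ribozyme, 5 were called higher and 12 lower in limma, and 0 were at least 2-fold higher and 1 was at least 2-fold lower than day 0 on all 5 days. The 693 probes named imsncRNA, an abbreviation not explained in the sources used here, had 9 called higher and 14 lower (3.32%), and 2 were at least 2-fold higher on all 5 days. The 972 probes named RNS, likewise unexplained, had 3 called higher and 16 lower (1.95%), and 2 were at least 2-fold lower on all 5 days. Over all kept probes 6.62% were called.

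**Figure D3:**
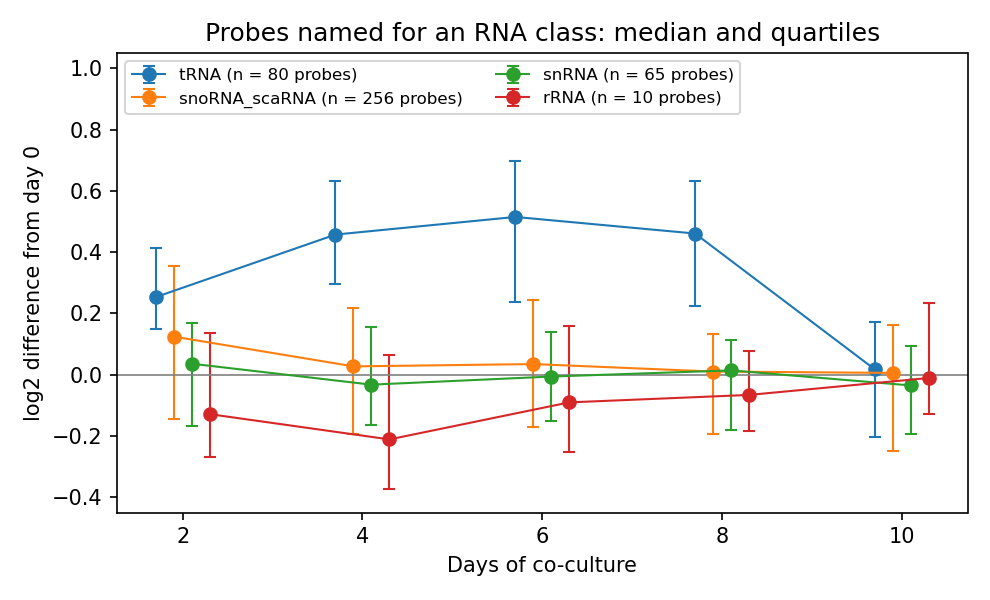
Median log2 difference from day 0 (y axis) of probes named for an RNA class on each day of co-culture (x axis); bars are the lower and upper quartiles over probes, and points are shifted sideways for legibility. The tRNA-named probes reach a median of 0.51 on day 6 and lie at 0.02 on day 10.

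To ask whether expression moved with time, a straight line over days 0 to 10 was fitted. In limma, 1012 probes passed an adjusted p of 0.05, 570 rising and 442 falling, with median slopes of 0.119 and -0.101 log2 per day. The steepest rise went from log2 7.07 on day 0 to 11.79 on day 4 and 13.58 on day 10, and the steepest fall from 12.92 to 11.01. Of these probes 5 were also called for co-culture, each with the same sign. With this layout the fitted slope equals array 3 minus array 1, so the trend over days and a difference between these arrays cannot be told apart. The fit used a within-array correlation of -0.187. In the simulated data a true correlation of 0 was estimated as -0.242, with 9 false calls among 47053 probes. The sign of -0.187 is therefore no evidence of a negative correlation within arrays. A negative value narrows the SE of this slope, so the number of called probes depends on it. The count was 3212 with no dye term, 495 with no filter on dim probes, 267 with no array block, 3442 without day 0, 93 without day 6, and 25 without day 10, and 0 without day 2 or day 8, where 6543 and 4720 probes had an unadjusted p under 0.05 in limma.

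Because the later time was always in Cy5, the within-array log2 ratios of Cy5 over Cy3 were compared between arrays. They were correlated across probes with r = 0.252 between arrays 1 and 2, 0.223 between arrays 1 and 3, and 0.492 between arrays 2 and 3. In the 26423 probes with a mean log2 level of at least 8, r was 0.184, 0.182, and 0.421. No dye swap was made, so the dye and a change over 2 days that recurred on each array are mixed in these ratios.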

Values the study reported

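The study reported 143 lncRNAs that were higher and 154 that were lower in co-cultured MCF-7 cells than in cells cultured alone. For LincK it gave a length of 1210 bases in 2 exons.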

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

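Among the 5 co-cultured samples, 16 values were screened for a sample far from the others, and 2 stood out. Of groups of 5 drawn at random from a normal distribution, 4.97% would do so. The log2 level of probe A_33_P3313110 was 7.13 on day 2, with a gap to the nearest other sample of 0.782 of the range. Its levels on days 4 to 10 were not well above background and lay below the lowest level so measured on each of those days, so their spread there is not one of expression. The median difference from day 0 of the snoRNA- and scaRNA-named probes was 0.124 on day 2, with a gap of 0.757 of the range.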

How the results depend on the processing

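The number of probes called for co-culture stayed within 1.5 times of 3114 under 10 alternatives (2470 to 4221) and was 1114 with no array block. Leaving out a co-cultured day gave 510 to 2344. It was lowest without day 4 and day 8 (610), and 494 and 591 of the 3114 probes kept their call there, with 0 changing sign. The day trend count was 495 with no filter on dim probes, 3212 with no dye term, and 267 with no array block. Leaving out a sample gave 0 to 3442. The cause was not tested.

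Probes 2-fold from day 0 on all 5 days numbered 1804 with Agilent's processed signals and 1805 with the deposited table, and 750 to 897 when a day was left out. With the processed signals 5197, 4118, 5353, 4605, and 6172 probes were 2-fold from day 0 on days 2, 4, 6, 8, and 10, and the deposited table gave, in that order, 5197, 4131, 5373, 4629, and 6208. With an offset of 10, 3042 (day 6) and 3625 (day 10) were. An offset compresses folds of dim probes by construction, and neither the processed signals nor the deposited table has the offset of 50. Both also went without normexp and loess, so the offset is not the only change. With only the offset lowered to 10, 1034 probes were 2-fold from day 0 on all 5 days. The 415 probes named for a structural RNA class held 2 with the processed signals and 2 with the table.

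The brightest LincK probe passed the threshold in Cy3 samples only (log2 difference 1.41, chosen after seeing the data), with no dye term (1.24), as the mean of the 5 matched probes, 3 of them from 1 stretch (1.01, adjusted p = 0.0430), and without day 2 (1.41). Its value was 0.87 to 1.41 when a day was left out, with adjusted p from 0.0237 to 0.2998 over all alternatives. The PBK difference turned to -0.00657 with no array block and to -0.00657 without day 2, ranged from -0.00657 to 0.30 when a day was left out, and passed no threshold in any alternative run. The cause was not tested. The other values kept their direction, and 24 values of single probes or classes lost their call. Not run were the gene lists and the mean of a gene's probes for counts, because the names in the files did not assign probes to genes. Assigning probes to genes by aligning their sequences was not tried. No analysis paired by culture was possible because each time has 1 sample. The pairs of samples on an array entered as a random block, and a fit with fixed array effects was not run. Signal over background limits the day 0 level of 5078 kept probes.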

Other observations

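The tests of correlation in the tRNA class, of small RNA recovery, of strands, of orders that keep the array pairs, and of LincK with PBK were chosen after the results had been seen, and for small RNA recovery and the orders also after their deciding values. The groups of probes by ID and strand were likewise formed after seeing the data, whereas a count of non-coding transcripts by size was planned and the test of GC and level was set before its values were seen. Of kept probes with IDs beginning with A_, 8.49% of 25515 were called for co-culture (1210 higher and 955 lower), and of those named p with a running number 4.56% of 19443 (315 higher and 572 lower). This difference was not tested, since probes of a transcript are not independent.

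Day 0 stood apart from the 5 co-cultured samples. Against dye bias as the whole cause, 10.5 times as many probes were 2-fold apart between day 0 and day 4 as between days 4 and 8, all in Cy3, and against an odd array 1, 5.44 times as many were between days 0 and 2 of that array as between days 2 and 4. A fault of the day 0 channel alone would give both ratios, so they cannot speak against one. Removal of the GC trend left 741 probes 2-fold from day 0 on all 5 days, 701 of them shared with the 736 before, which argues against GC content. Taking each of the 6 samples as the lone reference, 1 of 6 (day 0, 3114 calls) gave as many called probes, the highest other gave 0 (limma, with up to 6031 probes at an unadjusted p under 0.05), and 6 choices are too few for a share under 0.05. With another reference, day 0 lies among the other 5 samples and widens their spread, so the lack of calls there is no separate evidence. RNA of hAD-MSCs may also have reached the samples, although a membrane kept the cells apart. With 0 probes named for a stromal marker, such RNA cannot be told apart from a response of MCF-7 cells. Neither can a difference of the single day 0 culture.

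The tRNA-named probes lay higher from day 2 to day 8. Among random sets matched on GC and level their lowest percentile on days 2 to 8 was 98.1. This does not decide on GC content, since the matching put all probes of low GC in a single group (class median 37.5%). The log ratios of Cy5 over Cy3 correlated with GC at r = -0.202, -0.109, and 0.156 on arrays 1, 2, and 3. These signs go with the steps of this low-GC class on each array. The class was not tested with the GC trend removed, so GC content stays open. The snRNA- and snoRNA-named probes did not share the rise on days 4, 6, and 8, where their highest class median was 0.0347, with upper quartiles up to 0.243. These values speak only to small RNA recovery in general, and the bound for them was set after they had been seen. On day 2 more small RNA recovered in general stays open, since the snoRNA- and scaRNA-named median was 0.124 (165 of 256 probes above day 0) but the snRNA-named median 0.0359 (37 of 65). Correlation among the probes remains a candidate explanation of the class call (adjusted p = 0.800 with an estimated correlation), and a response of tRNA to co-culture stays an untested hypothesis.

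Probes on opposite strands of a shared stretch of at least 30 bases moved together. Over 254 such pairs the log2 levels were correlated with r = 0.841 (95% bootstrap interval 0.769 to 0.897), against 0.847 in 2498 same-strand pairs and -0.004 in random pairs. The median absolute gap in log2 level was larger in opposite-strand pairs (0.648) than in same-strand pairs (0.263), and 1.611 in random pairs. The differences from day 0 correlated with r from 0.672 to 0.756 across days, against 0.875 to 0.902 in same-strand pairs, a difference that was not tested. A called probe was counted for each pair it was in, so a pair with both probes called entered in both directions. Of 39 such entries, 37 had a partner with the same sign. In 22 the partner was also called with that sign, and in 0 with the opposite sign. The labelled material may hold both strands of some transcripts, and joint transcription of both strands stays open.

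For the day trend, 3 of 100 orders of the days, the real one included, gave as many called probes (1012, highest other 1015), which by the rule set before the data would exclude chance. That rule was not kept. An order among the 3 is the fitted array contrast with its sign turned, so its count was set by the design, and the other correlates with that contrast at 0.961. The same holds for the 3 of 24 orders, the real one included, that gave as many and keep each array's pair of days (highest other 1015). Neither count says whether chance is the source. Of the 8 paired orders with array 2 between the others, which correlate with the real contrast at 0.961 or more, the other 5 gave 240, 148, 28, 2, and 1 calls, and the 16 remaining orders gave 0 (limma, with up to 5162 probes at an unadjusted p under 0.05). Time and a difference between arrays 1 and 3 cannot be told apart.

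The study's evidence on PBK came from knockdown and overexpression of LincK and from reporter assays, not from the co-culture course. If PBK followed LincK here, the levels of the brightest LincK probe and the PBK probe would rise together over the 6 samples. Pearson's r was 0.078 (exact permutation p = 0.890) and Spearman's rho 0.029 (exact permutation p = 1.0), both with an adjusted p of 1 over 2 relations. Without days 0 and 6, the samples farthest from the LincK median, r was -0.217. No relation was detected in these 6 samples, which does not exclude one. The arrays and dyes are too few for values within them.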
